A study of Homo sapiens with 12 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

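Messenger RNA-seq libraries were made from 12Z cells transfected with 50 nM siRNA (the sample labels do not say whether in all or of each siRNA in the co-knockdown) and harvested 72 h later, the cells having been moved from medium with 10% serum to medium with 0.5% serum at 48 h. Each group, Control (non-targeting siRNA), siCHD4, siARID1A and siCHD4+siARID1A, had 3 replicates, so 12 libraries were compared. Groups and replicate numbers were taken from the sample titles. Libraries were built from 500 ng of total RNA with a kit for poly(A) RNA and were sequenced as read pairs of 50 bp.

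The authors trimmed reads with cutadapt and Trim Galore!, aligned them to hg38 with the GENCODE v28 annotation and counted read pairs per gene with STAR. The deposited counts are raw whole-number counts per gene and library, without normalization and without pooling of replicates. STAR writes a count per strand setting, and the column used here equals the authors' table of all 12 libraries in each of the 58336 genes. The opposite strand setting held 5.96% to 6.62% of counts. Reads that named no gene (unmapped, multimapping, without a feature or ambiguous) were left out of library sizes and tests. Of the read pairs, 15153211 to 19520494 per library, 2.91% to 6.7% were unmapped, 9.06% to 21.77% mapped to several places, 4.53% to 5.66% fell on no gene and 2.56% to 3.26% were ambiguous. The authors also deposited 6 tables of their own comparisons, made with DESeq2, with a log2 fold change, a p-value and p-values adjusted by the Benjamini-Hochberg method and by independent hypothesis weighting (IHW). These deposited log2 and p-value columns were used only to set the authors' calls beside those made here.

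Differential expression was tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) on the deposited counts. Genes averaging under 1 count per library were dropped, as in the study, which left 19289 genes. Libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient per group was fitted over all 12 libraries, which leaves 8 residual degrees of freedom, and the quasi-likelihood F-test was run for the 6 pairwise contrasts and for the interaction, the co-knockdown minus siCHD4 minus siARID1A plus Control. A gene was called at a Benjamini-Hochberg adjusted p under 0.001, the threshold of the study. The study used DESeq2 with IHW, and IHW was not used here. The SE of a log2 fold change is its size divided by the root of the F statistic. It draws on dispersions shared across genes, so it and the p can understate the spread of genes that vary widely between replicates. CPM, counts scaled to library size, use the TMM-scaled sizes, and log2 CPM for correlations use a prior count of 2. Targeted genes were also tested with a 2-sided exact permutation test of log2(CPM + 1) over 20 relabellings, which cannot give a p under 0.1. Additively repressed genes were those called higher in all 3 knockdowns against Control and in the co-knockdown against each single knockdown, and additively activated genes the mirror image.

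Total gene counts per library ranged from 10765689 to 14221935, with a common biological coefficient of variation of 5.6%. On simulated counts drawn at the real means, dispersions and library sizes, with 200 genes changed by 1 on the log2 scale among 19289, edgeR recovered 191 of 200 (95.5%) drawn from genes with a mean of at least 50 counts, with false calls numbering 0, and 105 of 200 (52.5%) drawn from all tested genes. For the interaction, in genes with a mean of at least 50 counts, it recovered 170 of 200 (85.0%) at a change of 1, with 4 false calls, and 79 of 200 (39.5%) at a change of 0.5. Drawn from all tested genes, it recovered 93 of 200 (46.5%) at a change of 1. Shared Control libraries were handled by simulating unchanged groups against them 20 times, and additivity by simulating additive effects 100 times.

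The named genes follow a rule made before the data were examined, as were the tests, the lists and the alternatives unless stated. They are CHD4 and ARID1A, the genes of both fixed lists, the 3 largest rises and 3 largest falls for each knockdown against Control among called genes with a mean of at least 50 counts and no overlap of CPM between groups, 2 and 2 by the same rule for the co-knockdown against each single knockdown, 2 and 2 for the interaction without the overlap condition, and the 5 additively repressed genes with the largest smallest change. Further genes are named where their calls changed with processing. Symbols were paired with 57754 genes and positions were taken from GENCODE v44 on hg38, a later release of the annotation than the authors' v28 on the same build.

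Alternatives were DESeq2 1.42.0 (Wald test), RLE size factors, no filter beyond 1 count in any library, edgeR's filterByExpr, the replicate number as a block, an adjusted p under 0.05, counts that ignore strand, a fit to only the 6 libraries compared, and each library left out in turn. A further alternative was chosen after seeing the data: for each library, the dependence of log2 CPM on the GC content and log2 length of the canonical transcript was fitted with natural splines of 5 degrees of freedom each over genes with a mean of at least 50 counts, and removed through offsets. GC content was known for 99.9% of these 10997 genes. For this fit and for the slopes per library, log2 CPM was taken as the deviation of each gene from its mean over all 12 libraries. The GC content of introns and of 50 kb on either side of each gene was computed from hg38. Words of 7 bases in 3' untranslated regions were scored against the knockdown effects over 10289 genes. On simulated effects, a planted word ranked 1 of 15734 words. An interferon-stimulated gene list of 50 genes was written after OAS1, IFI44L and BST2 were seen among the named genes, and 49 of them were tested. Set tests used fry in limma and 10000 random lists matched on mean count. Splits of the 12 libraries into the same group sizes were drawn 50 times with the real one included, and all 10 splits were used for each pair of groups. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.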

Results

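Messenger RNA was measured by sequencing in 12Z cells, an immortalized human endometriotic epithelial cell line, after siRNA depletion of CHD4, ARID1A or both. ARID1A is a subunit of the SWI/SNF chromatin remodeler complex, and CHD4 is a catalytic subunit of the NuRD remodeler complex. Libraries fell into 4 groups of 3 replicates: non-targeting siRNA (Control), siCHD4, siARID1A and the co-knockdown, siCHD4+siARID1A. The 12 libraries held between 10765689 and 14221935 gene counts, with a mean of 12246426 counts ± 166591 (SD, n = 3) in Control, 12667974 counts ± 1501477 (SD, n = 3) in siCHD4, 11212875 counts ± 394489 (SD, n = 3) in siARID1A and 12306211 counts ± 44851 (SD, n = 3) in the co-knockdown. After genes averaging under 1 count per library were dropped, 19289 of 58336 genes were tested. Over 10997 genes with a mean of at least 50 counts, Pearson r of log2 CPM (counts scaled to library size) between libraries of the same group was 0.993 to 0.994, and between libraries of different groups 0.966 to 0.989. In a principal component analysis of 500 genes, the first component held 32.1% of the variance and the second 14.4%. Each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 2.67 to 4.40, so no library was counted as a repeat of another.

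The targeted genes were examined first, because they check the group labels. CHD4 (ENSG00000111642.15, hg38 chromosome 12, positions 6570082 to 6614524, minus strand, protein-coding gene) measured 369 CPM ± 6.03 (SD, n = 3) in Control and 269 CPM ± 22.3 (SD, n = 3) in siCHD4, which was 72.9% of control. The log2 fold change was -0.45 (SE 0.04, edgeR adjusted p = 9.61e-14). In the co-knockdown CHD4 was at 283 CPM ± 14.8 (SD, n = 3), or 76.6% of control, a log2 fold change of -0.38 (SE 0.04, edgeR adjusted p = 4.26e-11). In siARID1A it was at 378 CPM ± 9.96 (SD, n = 3), and the log2 fold change of 0.03 (SE 0.04, edgeR adjusted p = 0.769) was smaller than its error. ARID1A (ENSG00000117713.19, chromosome 1, positions 26693236 to 26782104, plus strand, protein-coding gene) measured 187 CPM ± 8.76 (SD, n = 3) in Control. It fell to 94.4 CPM ± 1.29 (SD, n = 3) in siARID1A, or 50.5% of control, a log2 fold change of -0.99 (SE 0.06, edgeR adjusted p = 2.20e-23). The co-knockdown had 82.2 CPM ± 10.96 (SD, n = 3), or 43.9% of control, with a log2 fold change of -1.19 (SE 0.06, edgeR adjusted p = 1.06e-28). Under siCHD4 ARID1A stayed at 183 CPM ± 6.62 (SD, n = 3), and its log2 fold change of -0.03 (SE 0.05, edgeR adjusted p = 0.76) did not pass the threshold. The call for ARID1A under siCHD4 changed when the dependence of each library on GC content and transcript length was removed, which gave a log2 fold change of -0.26. Every library treated with a targeting siRNA had less of its target than all 3 Control libraries. The 2-sided exact permutation test gave p = 0.1 for each of these 4 comparisons, the smallest value that 3 libraries against 3 allow.

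**Figure D1:**
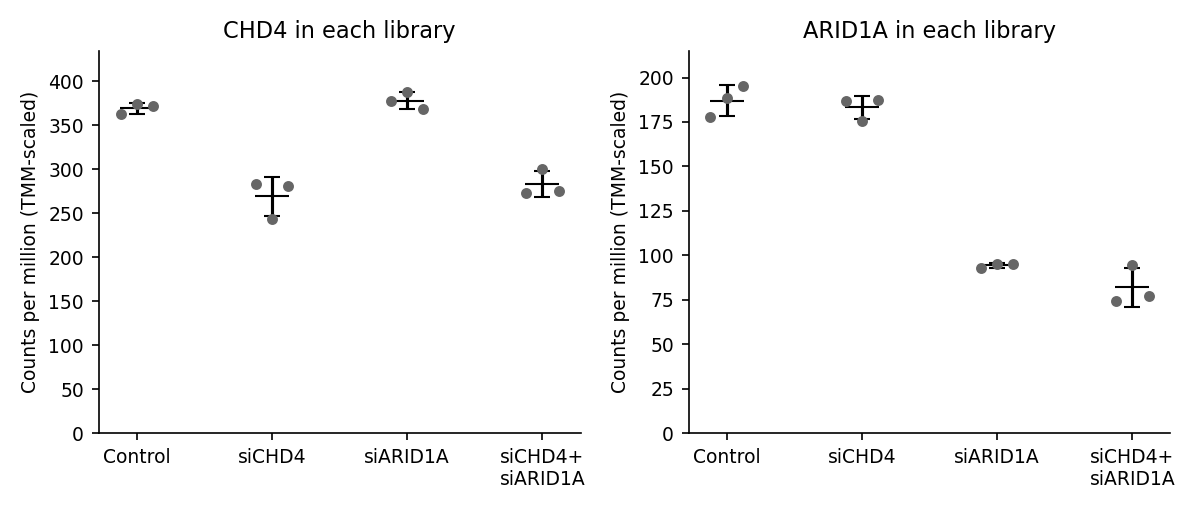
CPM (TMM-scaled, y axis) of CHD4 and ARID1A in each library (dots) of the 4 groups (x axis), with the group mean (long line) and SD (error bar, n = 3). CHD4 lies at 72.9% of control in siCHD4 and ARID1A at 50.5% of control in siARID1A.

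The fall of CHD4 was moderate beside other changes in the same libraries: 1181 genes called lower under siCHD4 had a larger fall in log2 fold change than CHD4 itself. With the GC content and length trend removed, CHD4 had a log2 fold change of -0.57 and the count was 149, so most of the 1181 depended on that trend. For ARID1A under siARID1A, without that removal, the count was 36.

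The first comparison asked which genes change when CHD4 is lowered. Under siCHD4, 3303 genes had an edgeR adjusted p under 0.001, of which 1231 were higher and 2072 were lower than Control. The median absolute log2 fold change of these genes was 0.45, and 204 of them changed by more than 1 on the log2 scale. The alternative that moved this count most at the same threshold removed a per-library dependence on GC content and transcript length and was chosen after seeing the data. It called 1318 genes, 441 higher and 877 lower, and 865 of the 3303 genes were called in the same direction by both fits. The sign of the log2 fold change differed between the fits in 442 of the 3303 genes. Among genes with a mean of at least 50 counts and no overlap between the groups, TIE1 rose most (ENSG00000066056.13, chromosome 1, positions 43300982 to 43323108), from 0.878 CPM ± 0.323 (SD, n = 3) in Control to 9.28 ± 2.07 (SD, n = 3), a log2 fold change of 3.38 (SE 0.28, edgeR adjusted p = 8.81e-17). BST2 (ENSG00000130303.12, chromosome 19, positions 17402939 to 17405630) followed with 2.72 (SE 0.24, edgeR adjusted p = 6.38e-16) and COL7A1 (ENSG00000114270.17, chromosome 3, positions 48564073 to 48595329) with 2.68 (SE 0.19, edgeR adjusted p = 4.32e-20). TMED7 fell most (ENSG00000134970.13, chromosome 5, positions 115613210 to 115632992), from 178 CPM ± 12.4 (SD, n = 3) to 52.7 ± 0.578 (SD, n = 3), a log2 fold change of -1.76 (SE 0.06, edgeR adjusted p = 1.01e-38). BMI1 (ENSG00000168283.13, chromosome 10, positions 22321099 to 22331484) fell by 1.73 on the log2 scale (SE 0.13, edgeR adjusted p = 1.05e-18) and TMEM170B (ENSG00000205269.5, chromosome 6, positions 11537749 to 11583524) by a log2 fold change of -1.63 (SE 0.24, edgeR adjusted p = 3.89e-08). TMED7 and BMI1 overlap annotated read-through genes that share their exons, so their counts leave out reads that fit both genes and are uncertain in level.

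Effects of siCHD4 followed the base composition of the transcripts. Across 10985 genes with a mean of at least 50 counts, Spearman's rho between the siCHD4 log2 fold change and the GC content of the canonical transcript was 0.728, against 0.042 for siARID1A and 0.651 for the co-knockdown. These are correlations across genes, which are not independent replicates, and no p is given. In the fifth of genes with the lowest GC content (2197 genes, median GC content 38.2%) 1325 genes were called lower and 11 higher under siCHD4. The fifth with the highest GC content (median 61.6%) had 13 genes called lower and 534 higher.

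**Figure D2:**
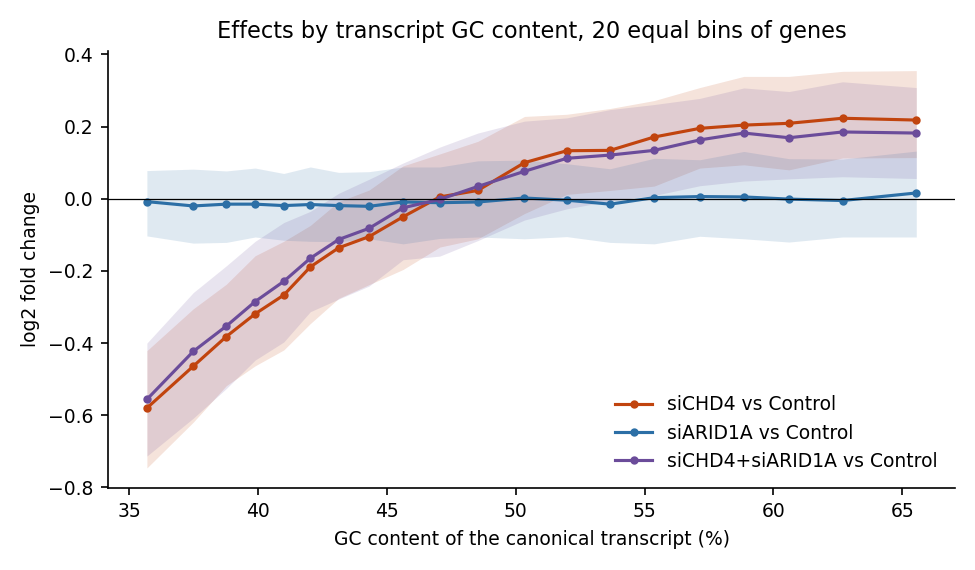
Median log2 fold change against Control (y axis, dots joined by lines; shading from the first to the last quartile) in 20 equal bins of genes ordered by GC content of the canonical transcript (x axis, percent). The siCHD4 and co-knockdown medians rise with GC content, with Spearman's rho of 0.728 and 0.651 across genes, while that of siARID1A stays near 0 (rho 0.042).

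The next comparison asked which genes change when ARID1A is lowered. Under siARID1A, 747 genes had an edgeR adjusted p under 0.001, with 326 higher and 421 lower than Control. Their median absolute log2 fold change was 0.43. RN7SL2 rose most (ENSG00000274012.1, chromosome 14, positions 49862550 to 49862849, misc_RNA gene), with a log2 fold change of 2.63 (SE 0.34, edgeR adjusted p = 4.25e-09). Its level varied widely, at 29.0 CPM ± 23.3 (SD, n = 3) in siARID1A and 4.67 ± 0.797 (SD, n = 3) in Control, its reads can be shared with near-identical copies, and DESeq2 did not call it. OAS1 (ENSG00000089127.12, chromosome 12, positions 112905856 to 112933219) rose from 15.9 CPM ± 11.3 (SD, n = 3) to 83.6 ± 36.3 (SD, n = 3), a log2 fold change of 2.39 (SE 0.22, edgeR adjusted p = 2.02e-14). The OAS1 replicates varied widely. Its SE and p draw on a spread shared across genes, and so understate the spread of this gene. IFI44L (ENSG00000137959.15, chromosome 1, positions 78619902 to 78646145) changed by 2.36 (SE 0.31, edgeR adjusted p = 1.19e-08), a call that DESeq2 did not make. BGN fell most (ENSG00000182492.15, chromosome X, positions 153494980 to 153509546), with a log2 fold change of -1.57 (SE 0.29, edgeR adjusted p = 2.74e-05). That call was lost when Control replicate 1 (-1.30) or siARID1A replicate 1 (-1.28) was left out. CADM3 (ENSG00000162706.12, chromosome 1, positions 159171609 to 159203313) had -1.55 (SE 0.26, edgeR adjusted p = 5.86e-06), lost without siARID1A replicate 3 (-1.23) and with counts that ignore strand (-1.52). MEDAG (ENSG00000102802.9, chromosome 13, positions 30906271 to 30925572) had -1.46 (SE 0.13, edgeR adjusted p = 3.07e-15). BGN and CADM3 moved in opposite directions in the single knockdowns, with log2 fold changes under siCHD4 of 1.66 (SE 0.21, edgeR adjusted p = 4.62e-10) for BGN and 1.39 (SE 0.20, edgeR adjusted p = 1.39e-08) for CADM3. Compared directly, siCHD4 exceeded siARID1A by log2 fold changes of 3.23 (SE 0.25, edgeR adjusted p = 2.82e-18) for BGN and 2.95 (SE 0.24, edgeR adjusted p = 9.34e-18) for CADM3.

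The co-knockdown was set against Control and against each single knockdown, to ask what lowering both factors adds. Against Control, 3138 genes had an edgeR adjusted p under 0.001, with 1083 higher and 2055 lower. With the GC content and length trend removed the count was 1699. The largest rises were those of BST2, with a log2 fold change of 3.18 (SE 0.23, edgeR adjusted p = 1.30e-19), TIE1 with 3.01 (SE 0.29, edgeR adjusted p = 3.46e-14) and TGM2 with 2.36 (SE 0.07, edgeR adjusted p = 7.75e-43). TGM2 (ENSG00000198959.11, chromosome 20, positions 38127385 to 38166578) measured 42.0 CPM ± 0.765 (SD, n = 3) in Control and 216 ± 25.0 (SD, n = 3) in the co-knockdown. ZNF804A (ENSG00000170396.7, chromosome 2, positions 184598529 to 184939492) had the largest fall, with a log2 fold change of -1.75 (SE 0.24, edgeR adjusted p = 8.79e-09), followed by TMEM170B with -1.67 (SE 0.24, edgeR adjusted p = 2.47e-08) and TMED7 with -1.55 (SE 0.06, edgeR adjusted p = 5.41e-36).

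Against siCHD4 alone the co-knockdown changed 606 genes, 260 higher and 346 lower. Against siARID1A alone it changed 2652 genes, 944 higher and 1708 lower, and 1033 with the GC content and length trend removed. Compared directly, siCHD4 and siARID1A differed in 3858 genes, and in 2218 with that trend removed. Relative to siCHD4, TGM2 (log2 fold change 1.41, SE 0.06, edgeR adjusted p = 1.07e-30) and GAS1 (ENSG00000180447.6, chromosome 9, positions 86944362 to 86947506, log2 fold change 1.33, SE 0.13, edgeR adjusted p = 1.48e-13) rose most, while BGN (-1.82, SE 0.21, edgeR adjusted p = 1.92e-10) and COL7A1 (-1.72, SE 0.17, edgeR adjusted p = 7.96e-13) fell most. Relative to siARID1A, TIE1 (3.79, SE 0.33, edgeR adjusted p = 7.65e-16) and SFN (ENSG00000175793.11, chromosome 1, positions 26863149 to 26864456, log2 fold change 2.20, SE 0.23, edgeR adjusted p = 1.28e-12) rose most, and TMED7 (-1.60, SE 0.06, edgeR adjusted p = 3.02e-36) and TMEM170B (-1.44, SE 0.25, edgeR adjusted p = 1.89e-06) fell most. The TMEM170B call in this contrast was lost with the trend removed.

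**Figure D3:**
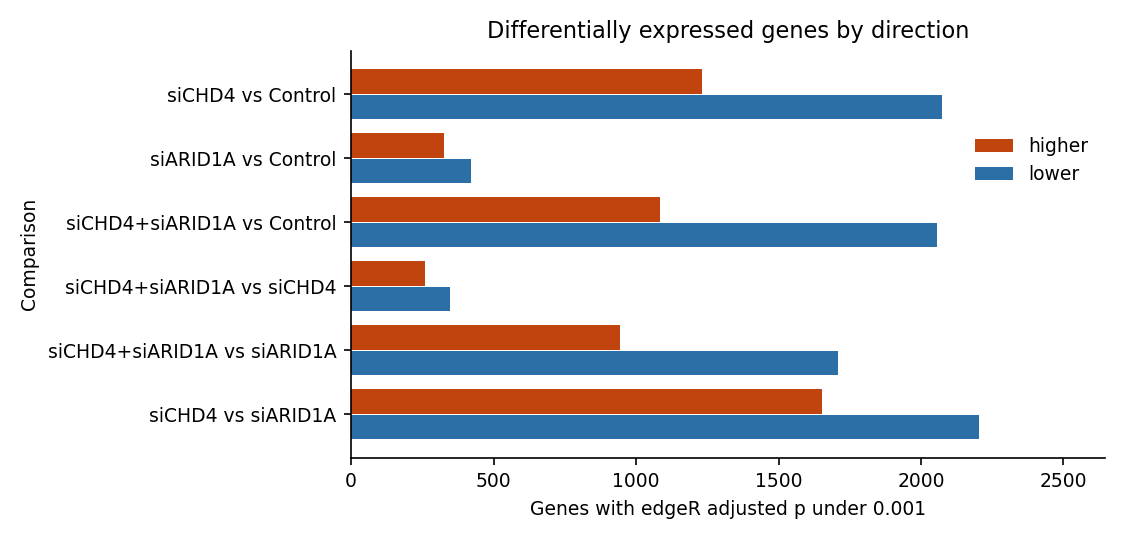
Number of genes with an edgeR adjusted p under 0.001 (x axis) that were higher or lower in the first-named group of each of the 6 pairwise comparisons (y axis). The siCHD4 comparison with Control holds 1231 higher and 2072 lower genes, and the siARID1A comparison 326 and 421.

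The log2 fold changes of the 2 single knockdowns against Control were compared across all genes tested. Pearson r was 0.386 and Spearman's rho was 0.235. Because both comparisons use the same Control libraries, unchanged groups were simulated against them, and r then ranged from 0.48 to 0.516 with a mean of 0.496 over 20 simulations. The observed correlation was below that range, although it rose to 0.535 when Control replicate 3 was left out, a setting for which no simulations were run. Among genes with a mean of at least 50 counts, r was 0.074, against 0.476 to 0.522 in the simulations. The simulated groups held no knockdown effects, so noise, shared through Control, made all of their r. Real effects of either knockdown dilute that shared noise. A value below the simulated range therefore does not show that the 2 knockdowns are less alike than unrelated effects would be. Of the 354 genes called in both single knockdowns, 182 (51.4%) changed in the same direction. The overlap of calls asked which genes respond to all 3 knockdowns: 225 genes were called in each. The co-knockdown holds both single treatments and all 3 comparisons use the same Control libraries, so these calls are not independent and no expected count is given. Of these, 79 were higher in all 3 knockdowns, 103 were lower in all 3 and 43 were mixed.

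Genes higher in every knockdown and highest in the co-knockdown, the pattern of additive repression by both factors, numbered 22, and genes with the mirror pattern numbered 24. The trend-removed fit gave 12 and 20. By the size of their smallest change over the contrasts, the first 5 were TGM2, STMN3, PLAU, CD82 and MYL9. STMN3 (ENSG00000197457.9, chromosome 20, positions 63639705 to 63657682) had a log2 fold change against Control of 0.74 (SE 0.12, edgeR adjusted p = 7.37e-07) in siCHD4, 0.86 (SE 0.12, edgeR adjusted p = 7.91e-08) in siARID1A and 1.33 (SE 0.12, edgeR adjusted p = 1.13e-15) in the co-knockdown. PLAU (ENSG00000122861.15, chromosome 10, positions 73909177 to 73917496) measured 50.8 CPM ± 5.11 (SD, n = 3) in Control, 103 ± 7.11 (SD, n = 3) in siCHD4, 94.3 ± 5.66 (SD, n = 3) in siARID1A and 140 ± 10.0 (SD, n = 3) in the co-knockdown, each outside the Control spread. MYL9 (ENSG00000101335.9, chromosome 20, positions 36541497 to 36551447) and CD82 (ENSG00000085117.11, chromosome 11, positions 44564427 to 44620358) rose in the co-knockdown by log2 fold changes of 0.78 (SE 0.06, edgeR adjusted p = 5.22e-19) and 1.33 (SE 0.07, edgeR adjusted p = 9.47e-28). With the GC content and length trend removed, STMN3 and MYL9 were no longer called under siCHD4 (0.453 and 0.145), nor in the co-knockdown against siARID1A alone (0.235 with edgeR adjusted p = 0.154 and 0.145 with edgeR adjusted p = 0.0611), so neither met the pattern in that fit. The excess of STMN3 in the co-knockdown over siARID1A alone was lost in 5 of the 6 fits that left out 1 of the libraries compared (from 0.39 without co-knockdown replicate 1 to 0.50 without siARID1A replicate 3), and its excess over siCHD4 alone without siCHD4 replicate 2 (0.45) or co-knockdown replicate 1 (0.51).

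Whether the co-knockdown departs from the sum of the single effects was tested directly with an interaction term. It passed the threshold in 11 genes, 5 with a positive and 6 with a negative value. The count was the most sensitive to processing, ranging from 3 with a stricter filter on low counts to 49 with no filter, and from 4 without siCHD4 replicate 2 to 40 without Control replicate 2 when 1 library was left out. COL1A2 (ENSG00000164692.17, chromosome 7, positions 94394895 to 94431227) had the largest positive value, 0.52 (SE 0.07, edgeR adjusted p = 1.58e-06), and CYP1B1 (ENSG00000138061.11, chromosome 2, positions 38066973 to 38109902) had 0.48 (SE 0.09, edgeR adjusted p = 0.000664). RN7SL2 had -2.49 (SE 0.45, edgeR adjusted p = 0.000976) and BST2 -1.73 (SE 0.31, edgeR adjusted p = 0.000853). DESeq2 did not call the interaction of COL1A2, RN7SL2 or BST2. The interactions of RN7SL2 and BST2 were also lost with RLE size factors (edgeR adjusted p = 0.0014 and 0.00121), and those of RN7SL2, BST2 and CYP1B1 under a stricter count filter (edgeR adjusted p = 0.071, 0.043 and 0.00219) and with the GC content and length trend removed (edgeR adjusted p = 0.00214, 0.0018 and 0.00157). The calls of BST2, CYP1B1 and RN7SL2 were also lost without some of the libraries, in which case the values ran from -1.82 to -1.23 for BST2, from 0.42 to 0.50 for CYP1B1 and from -2.54 to -1.61 for RN7SL2. Each of the 3 was among the calls lost without Control replicate 1 (-1.40, 0.42 and -2.54) and without siCHD4 replicate 2 (-1.82, 0.46 and -1.88). For PLAU the interaction was -0.44 (SE 0.09, edgeR adjusted p = 0.00666), which did not pass.

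A fixed list held 12 genes that the study's text names as repressed by ARID1A together with H3.3, some of them also with CHD4, or as raised in endometrioma. Over all genes tested, 6 of the 12 were called higher under siCHD4, 6 under siARID1A and 10 in the co-knockdown. Adjusted over the list alone, the counts were 7 (6 higher and 1 lower), 6 and 10. The study may have chosen these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence. The median log2 fold change of the list was 0.34, 0.38 and 0.67. TRIO and MAP4K4 were not called in the co-knockdown, with log2 fold changes of 0.07 (SE 0.04, edgeR adjusted p = 0.243) and 0.11 (SE 0.04, edgeR adjusted p = 0.0244). ADAMTS15 fell under siCHD4, with a log2 fold change of -0.32 (SE 0.09, edgeR adjusted p = 0.00281), and rose under siARID1A, with 0.57 (SE 0.08, edgeR adjusted p = 1.41e-07), and the direct comparison of siCHD4 with siARID1A gave -0.89 (SE 0.08, edgeR adjusted p = 1.64e-14). With the trend removed, the co-knockdown calls of ADAMTS15, CLSTN2, GYPC and WWC3 and the siCHD4 call of GYPC were lost. Leaving out 1 library also removed co-knockdown calls of CLSTN2 (from 0.69 without co-knockdown replicate 2 to 0.77 without co-knockdown replicate 3), GYPC (0.37 without Control replicate 2, 0.38 without co-knockdown replicate 3) and WWC3 (from 0.34 without co-knockdown replicate 3 to 0.43 without Control replicate 2), and the siCHD4 call of GYPC (0.39 without Control replicate 1, 0.32 without Control replicate 2, 0.34 without siCHD4 replicate 1).

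**Figure D4:**
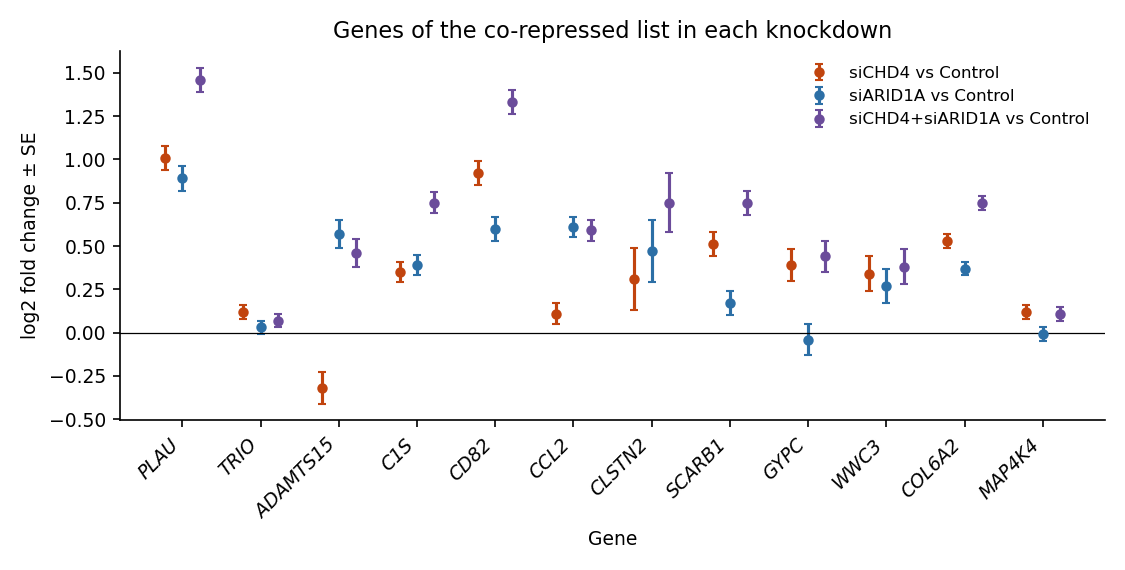
log2 fold change against Control (y axis; dots with SE as error bars) of each of the 12 genes of the list (x axis) in the 3 knockdowns. PLAU and CD82 lie highest in the co-knockdown, at 1.46 and 1.33, and ADAMTS15 lies below 0 under siCHD4, at -0.32.

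The other fixed list held 33 genes of SWI/SNF and NuRD subunits, the readers ZMYND8 and ZMYND11 and the H3.3 genes, and asked whether other subunits change when CHD4 or ARID1A is lowered. Over all genes tested, 9 were called under siCHD4 (3 higher, 6 lower), 3 under siARID1A (1 higher, 2 lower) and 10 in the co-knockdown (4 higher, 6 lower), the targeted genes included. Adjusted over the list alone, the counts were 10, 3 and 11. CHD5 rose under siCHD4 by a log2 fold change of 1.44 (SE 0.11, edgeR adjusted p = 4.31e-18) and fell under siARID1A, with -0.64 (SE 0.14, edgeR adjusted p = 0.000352), a call lost without Control replicate 2 (-0.65), Control replicate 3 (-0.59), siARID1A replicate 1 (-0.54) or siARID1A replicate 3 (-0.65). The direct comparison of siCHD4 with siARID1A gave 2.08 (SE 0.12, edgeR adjusted p = 1.67e-24) for CHD5. ZMYND8 rose under siARID1A by 0.42 (SE 0.06, edgeR adjusted p = 1.76e-07) and in the co-knockdown by 0.49 (SE 0.06, edgeR adjusted p = 3.56e-10). HDAC2 was called lower under siCHD4 (-0.25, SE 0.05, edgeR adjusted p = 1.93e-05) and in the co-knockdown (-0.22, SE 0.05, edgeR adjusted p = 0.000144), and both values changed sign with the GC content and length trend removed. The rise of SMARCA4 in the co-knockdown (0.17, SE 0.04, edgeR adjusted p = 0.000973) also changed sign in that fit, and its call was lost with counts that ignore strand (edgeR adjusted p = 0.00121) and in each of the 6 fits that left out 1 of the libraries compared (from 0.145 without Control replicate 3 to 0.184 without Control replicate 2). The co-knockdown call of HDAC2 was lost in 4 such fits (from -0.218 without co-knockdown replicate 3 to -0.207 without co-knockdown replicate 2). With the trend removed, the siCHD4 calls of ARID2, SMARCC2, HDAC1, MBD2, PBRM1 and ZMYND11 and the co-knockdown calls of SMARCD2 (0.06, edgeR adjusted p = 0.605), PBRM1 (-0.17, edgeR adjusted p = 0.00414) and ZMYND11 (-0.24, edgeR adjusted p = 0.00546) were lost, while the genes kept their direction. The co-knockdown call of SMARCD2 was also lost without Control replicate 2 (0.25), co-knockdown replicate 2 (0.27) or co-knockdown replicate 3 (0.25). Leaving out 1 library also removed the siCHD4 calls of ARID2 (-0.34 without Control replicate 3, -0.32 without siCHD4 replicate 1), SMARCC2 (0.18 without Control replicate 1) and MBD2 (-0.27 without siCHD4 replicate 1 or siCHD4 replicate 3).

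The authors' deposited table of each comparison was set beside these results. In the authors' deposited table for siCHD4 against Control, 3245 genes had an adjusted p under 0.001 with independent hypothesis weighting, and 740, 3066, 610, 2646 and 3685 in the authors' deposited tables for siARID1A and the co-knockdown against Control, the co-knockdown against siCHD4 and against siARID1A, and siCHD4 against siARID1A. Between 88.6% and 98.5% of the calls in the authors' deposited tables, over genes matched by symbol, were also called by edgeR, and Pearson r of the log2 fold changes across 16048 matched genes was 0.99 to 0.994.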

Values the study reported

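The study reported 603 genes whose expression was altered by each of 4 knockdowns, of ARID1A, CHD4, ZMYND8 and H3.3, at an FDR under 0.05. Of these, 60 genes were reported as repressed by all 4 factors.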

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

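In this part, the tests of a single library and of non-coding transcripts as a source of the interaction, of the interferon-stimulated genes as a set, of mitochondrial mRNA and of sequencing depth were chosen only after the result was seen.

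The effect of lowering ARID1A differed with and without siCHD4 in 11 genes by the edgeR interaction test. The interaction on the log2 scale was -2.49 for RN7SL2, -1.73 for BST2, -1.61 for MT-RNR1, -1.24 for IFITM1, -0.90 for MALAT1, -0.27 for MT-RNR2, 0.24 for SPARC, 0.31 for COL3A1, 0.46 for NREP, 0.48 for CYP1B1 and 0.52 for COL1A2. MT-RNR1, IFITM1, MALAT1, MT-RNR2, SPARC, COL3A1 and NREP fall outside the rule for named genes and were chosen after their values were seen. Of 50 drawn splits of the 12 libraries, the real one included, 1 gave as many genes. The drawn splits mix libraries of different groups, so the effects of the single knockdowns enter the spread within their groups. They therefore test against no difference between groups at all, and not against additivity. Over all genes tested, the number called ran from 4 without siCHD4 replicate 2 or co-knockdown replicate 1 to 40 without Control replicate 2. On simulated counts the interaction test made up to 4 false calls, and fewer libraries also lower the power, so a single library as the source of the interaction and an effect in all libraries cannot be told apart.

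Non-coding genes made up 4 of the 11 (RN7SL2, MT-RNR1, MALAT1 and MT-RNR2). The share of multimapping reads in each library was added as a covariate, to ask whether transcripts without an ordinary poly(A) tail, carried over to differing degrees, could make the interaction. For the non-coding genes the median interaction, each gene taken in its own direction, went from 1.255 to 0.012, but over genes that went both ways: RN7SL2 changed sign from -2.49 to 1.28 and MT-RNR2 from -0.27 to 0.04, while MT-RNR1 went from -1.61 to -0.29 and MALAT1 from -0.90 to -0.07. For the 7 protein-coding genes the median went from 0.482 to 0.322. Among them BST2 (-1.68 with the covariate) and IFITM1 (-1.28) hardly moved, while COL1A2 went from 0.52 to 0.18. None of the 11 genes passed the threshold with the covariate, with edgeR adjusted p from 0.114 to 0.955. The covariate differs between the groups and costs power: 0 genes of all those tested were called with it, with 1383 at an unadjusted p under 0.05, so carry-over and a response to the knockdowns cannot be told apart for the non-coding or for the protein-coding genes. A biological explanation, that either factor acts differently on these genes when the other is lowered, stays open.

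BST2 and IFITM1 belong to a list of 49 tested interferon-stimulated genes. The list rose under siARID1A, with a median log2 fold change of 1.14, 45 of 49 genes called higher and 49 of 49 positive, and a fry rotation test adjusted p of 0.0256 over 7 contrasts (raw p 0.00365). The median log2 CPM of the list was 4.78 ± 0.50 (SD, n = 3) in Control, 5.20 ± 0.21 (SD, n = 3) in siCHD4, 6.14 ± 0.38 (SD, n = 3) in siARID1A and 5.70 ± 0.46 (SD, n = 3) in the co-knockdown. In the interaction 47 of 49 genes were negative with a median of -0.60, outside the range of -0.03 to 0.06 that held 95% of random lists matched on mean count, which do not share the correlation of the list between libraries. The rotation test, which allows for that correlation, gave p = 0.112 (adjusted p 0.196), so a departure of the set from additivity stays open and is not shown. A permutation test of the library medians gave -0.86 with a 2-sided p of 0.282. It shuffled the labels of all 12 libraries, so the rise of the list under siARID1A entered its spread, and it does not test additivity. With 1 library left out, the median of the list moved from -0.603 to between -0.855 (without Control replicate 2) and -0.409 (without co-knockdown replicate 1). No single library made its negative sign. Its size varied with the library left out, and because the shift itself is not shown, these fits do not decide its source. With siCHD4 present, adding siARID1A raised the list by a median of 0.41, with a fry rotation test adjusted p of 0.213 over 7 contrasts (raw p 0.152), so this rise of the set is not shown. A response to the siARID1A reagent and a response to less ARID1A cannot be told apart, because every library with less ARID1A received the same reagent.

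Reads outside the gene counts also differed. Multimapping reads made up 9.70% ± 0.82 (SD, n = 3) of read pairs in Control, 16.15% ± 3.09 (SD, n = 3) in siCHD4, 19.33% ± 2.23 (SD, n = 3) in siARID1A and 16.68% ± 2.39 (SD, n = 3) in the co-knockdown. Unmapped reads made up 3.12% ± 0.28 (SD, n = 3) in Control, 5.16% ± 0.74 (SD, n = 3) in siCHD4, 6.23% ± 0.41 (SD, n = 3) in siARID1A and 5.41% ± 1.04 (SD, n = 3) in the co-knockdown. All 9 knockdown libraries lay above all 3 Control libraries in both shares. For multimapping the 2-sided exact permutation p was 0.1 for each group against Control, the smallest possible, and 0.00455 for the 9 libraries against the 3 over 220 relabellings. Reads from ribosomal protein genes, which have many processed pseudogenes, are argued against as the source, because 6 of 9 knockdown libraries lay above every Control library in the share of these genes, and the libraries of siARID1A, the group highest in multimapping, did not. Gene classes without a poly(A) tail made up 0.892% of gene counts in Control, 1.14% in siCHD4, 1.29% in siARID1A and 1.19% in the co-knockdown, with 9 of 9 knockdown libraries above every Control library. Nearly all of this came from 2 mitochondrial rRNA genes (0.879% in Control, 1.12% in siCHD4, 1.27% in siARID1A and 1.18% in the co-knockdown), while small nuclear, small nucleolar and similar RNA held at most 0.00954% and histone genes at most 0.0101% of any group, although each was higher in 9 of 9. The 13 mitochondrial mRNAs, which have a poly(A) tail, made up 2.38% in Control, 2.29% in siCHD4, 2.27% in siARID1A and 2.16% in the co-knockdown, with 0 of 9 knockdown libraries above every Control library, which argues against more mitochondrial RNA as a whole. The order of the shares is that of the multimapping shares and is consistent with RNA without a poly(A) tail carried over in greater amount in the knockdown libraries, but it rests mainly on those 2 genes, and a change in mitochondrial rRNA alone stays open. All 9 knockdown libraries also had more read pairs than any Control library, the lowest at 16105018 against 15766255. Within groups, however, the multimapping share rose by 0.40 percentage points (SE 0.84, upper bound of the t interval at 95% 2.40) per 1000000 read pairs, and the gap between Control and knockdown libraries would need 3.92. Of the 12 fits that left out 1 library, the one without siCHD4 replicate 1 gave the largest slope, 1.84 (SE 1.03, upper bound 4.37), where 4.71 was needed. The slope needed lay above the bound in each of these fits, by little in that one, which argues against depth as the source. A difference in RNA content caused by the knockdowns was not tested and stays open.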

How the results depend on the processing

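The removal of the GC content and length trend was an alternative chosen after seeing the data. The counts of genes for the 6 pairwise comparisons stayed within 1.5 times the reported count under DESeq2, RLE size factors, both filters, counts that ignore strand, the fit to only the 6 libraries compared and each library left out. For siCHD4 against Control these counts ran from 2610 without siCHD4 replicate 1 to 3421 with no filter beyond 1 count in any library.

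A looser threshold raised the counts. At an adjusted p under 0.05, 6062 genes were called for siCHD4 against Control, 1825 for siARID1A and 5618 for the co-knockdown, 1592 for the co-knockdown against siCHD4, 5033 for the co-knockdown against siARID1A, 6502 for siCHD4 against siARID1A and 51 for the interaction. Genes called in all 3 knockdowns then numbered 771, additively repressed genes 62 and additively activated genes 95. Calls over the 3 knockdowns in the remodeler subunit list numbered 37 against 22, and 41 against 24 when adjusted over the list alone.

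Removing the GC content and length trend lowered the counts to 1318 for siCHD4 against Control, 1699 for the co-knockdown against Control, 1033 for the co-knockdown against siARID1A and 2218 for siCHD4 against siARID1A. Additively repressed genes fell from 22 to 12, and calls in the remodeler subunit list from 22 to 14. ARID1A under siCHD4, not called otherwise, passed the threshold with a log2 fold change of -0.263. SMARCA4 in the co-knockdown changed sign to -0.025, and HDAC2 changed sign to 0.135 under siCHD4 and 0.144 in the co-knockdown. In this setting 38 of 163 single-gene results kept their direction and lost their call. The alternative removes any effect that follows GC content or length, whatever its source.

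The interaction count of 11 changed under more settings than any other result: 5 with DESeq2, 49 with no filter beyond 1 count in any library, 3 with filterByExpr and 19 with counts that ignore strand, and the cause was not tested. Its direction changed as well, from 5 positive and 6 negative to 10 positive and 39 negative with no filter and 6 positive and 13 negative with counts that ignore strand, while the 5 genes called by DESeq2 were positive. It was 2 positive and 1 negative with filterByExpr, 5 positive and 3 negative with RLE size factors, 4 positive and 4 negative with the trend removed, and 19 positive and 32 negative at an adjusted p under 0.05. It stayed at 8 with RLE size factors and at 8 with the trend removed. Over the 12 fits that each left out 1 library it ran from 4 without siCHD4 replicate 2 to 40 without Control replicate 2.

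The replicate numbers were not taken as pairs. After group means were removed, libraries of the same number in different groups had Pearson r across genes of -0.062 to 0.142, with a mean of 0.02, and 1 of 18 pairs was above 0.1. The slope on GC content, per 10 points, of log2 CPM as a deviation from the mean of the 12 libraries was nevertheless highest in replicate 1 of every group. It was -0.104 in Control, 0.16 in siCHD4, -0.105 in siARID1A and 0.122 in the co-knockdown. Replicate 2 had the lowest slope in every group (-0.135, 0.115, -0.126 and 0.09). Features shared by libraries of the same number are therefore not excluded. With the replicate number as a replicate block the interaction count was 28 (8 positive, 20 negative), and each of the 163 single-gene results kept its direction and its call.

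ARID1A under siCHD4 ran from -0.064 to 0.003 over the fits that left out 1 library, and its sign changed in 2 of them. The correlation of the siCHD4 and siARID1A effects ran from 0.321 without siARID1A replicate 2 to 0.535 without Control replicate 3, and from 0.179 with filterByExpr to 0.443 with counts that ignore strand. Among the other single-gene results, 14 of 163 lost their call and kept their direction with DESeq2, 5 with filterByExpr, 3 with counts that ignore strand and 2 with RLE size factors. Leaving out 1 library did the same for 39 results, in which fewer libraries lower the power. On simulated counts edgeR recovered 52.5% of changes of 1 on the log2 scale over all tested genes and 95.5% over genes with a mean of at least 50 counts. It recovered 39.5% of interactions of 0.5 over genes with a mean of at least 50 counts, so changes of that size can be missed in well-counted genes too.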

Other observations

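In this part, the tests of seed matches, of the counting of CHD4, of the strength of each knockdown in the co-knockdown, of mitochondrial transcripts and of RNA decay or processing were chosen only after the result was seen.

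Other splits of the libraries were counted. For each of the 6 pairwise comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and 3 libraries against 3 cannot give a smaller share. Of 50 drawn splits of the 12 libraries, 1, the real one, gave as many genes called in all 3 knockdowns, as many additively repressed genes, as many additively activated genes, and as many calls in the co-repressed list and in the remodeler subunit list. Because these splits mix the groups, they test only against no difference between groups at all.

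More genes were lower than higher under siCHD4 at an adjusted p under 0.001 (62.7% of calls). The excess was smaller at looser thresholds, with 53.1% of calls lower at an adjusted p under 0.05, and 3808 genes lower against 3690 higher at an unadjusted p under 0.05. With the GC content and length trend removed 66.5% of calls were lower (877 of 1318), so an excess also arose without that trend. That fit kept only 865 of the 3303 calls, so it does not show what made the excess among them. Among the 2197 genes of lowest GC content 1325 of these calls were lower and 11 higher. Among the 2197 of highest GC content 13 were lower and 534 higher. The trend as a source of part of the excess at 0.001 therefore stays open. The lowest share under RLE size factors or DESeq2 was 61.3%, but RLE hardly changed the scaling (3322 calls against 3303), so this does not test the scaling, which stays open. No biological explanation was tested.

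The siCHD4 effects rose by 0.272 on the log2 scale per 10 points of transcript GC content. Per library, log2 CPM was taken as the deviation of each gene from its mean over the 12 libraries. The slope of this deviation on GC content was -0.135 to -0.104 in Control, 0.115 to 0.160 in siCHD4, -0.126 to -0.105 in siARID1A and 0.090 to 0.122 in the co-knockdown. Only differences between these slopes carry meaning, because the deviations balance over the libraries. The gap of 0.194 between the lowest library with siCHD4 and the highest without was larger than the largest SD within a group, 0.023, which argues against bias that varies from library to library. With transcript, intron and flanking GC content fitted together over 10501 genes, the intron slope was -2.5% and the slope of the 50 kb on either side 1.7% of the transcript slope, so the effects followed the mature transcript and not its surroundings. The 13 mitochondrial mRNAs, which are not made from nuclear chromatin, were set against the mean of the Control libraries, a Control library against the other Control libraries. Their log2 difference showed a rho with GC content of 0.68 to 0.88 in the 6 libraries with siCHD4 and -0.52 to 0.47 in the others. This argues against a direct effect of CHD4 on nuclear chromatin as the whole source. A bias in the preparation or sequencing of the siCHD4 libraries may explain the trend, and so may a change in RNA decay or processing that depends on transcript sequence. Both need an effect of the transcript itself, the labels give no preparation batch, and these data do not separate them. The trend does not make all siCHD4 calls: 865 of 3303 (26.2%) were also called, in the same direction, with it removed, while 442 of the 3303 changed sign.

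Under siCHD4, 1181 genes were called lower with a larger fall than CHD4, and 149 with the trend removed. With counts that ignore strand the log2 fold change of CHD4 was -0.451, against -0.45, which argues against strand or overlap errors in its counting. Seed matches of the siRNAs were sought as words of 7 bases in 3' untranslated regions, without the siRNA sequences. The lowest score of any of 15734 words was -4.67, and the lowest scores under 100 permutations ran from -4.69 to -3.27, with 1 of 100 as low. For siARID1A the lowest score was -4.75, with 2 of 100 permutations as low. The siARID1A word with that score, GCCTCTA, scored -5.47 in the co-knockdown against siCHD4, which uses none of the same libraries. In such a second comparison, 4 of the 10 top siARID1A words and 8 of the 10 top siCHD4 words lay below percentile 2.5 of words of the same composition. Gene effects that recur in both comparisons can also make words recur, whatever their cause. Without the siRNA sequences these scores do not decide whether seed matches contributed to the falls, and this stays open.

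Effects of the co-knockdown were smaller than the sum of the single effects. Over 10997 genes the slope of the co-knockdown effect on that sum, corrected for noise in the shared Control libraries, was 0.826, from 0.808 to 0.851 with 1 library left out and 0.788 with the GC content and length trend removed. Simulated additive effects gave 0.989 to 1.015, which argues against noise as the source. The siCHD4 effects with siARID1A had a slope of 0.854 on those without, and the siARID1A effects with siCHD4 a slope of 0.752. ARID1A fell further in the co-knockdown, with an interaction of -0.17 (SE 0.08, edgeR adjusted p = 0.602), which argues against weaker knockdown of ARID1A as the source of the smaller siARID1A effects. For CHD4 the interaction was 0.04 (SE 0.06, edgeR adjusted p = 0.943), too small beside its error to say whether a weaker knockdown of CHD4 lowered the siCHD4 effects, and these cannot be told apart. The sample labels give 50 nM siRNA and do not say whether the co-knockdown received that amount in all or of each siRNA, so a difference in dose stays open. Shared targets of both factors, on which the second loss adds less, are a candidate explanation that was not tested separately.

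Genes called in all 3 knockdowns numbered 225 at the threshold used here and 771 at an adjusted p under 0.05. The first is lower than the count quoted from the study above, which is of another set of knockdowns at a looser threshold and so of another measure. The overlap of the knockdowns compared here, at the threshold used here, is shown in a supplementary diagram of the study, which was not used. The study's supplement also shows 22 genes as additively repressed by both factors in this experiment. The same pattern of calls held 22 genes here, and the genes themselves were not compared.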
